A study of Mus musculus with 9 samples. Its data were reported in "CD38hi macrophages promote fibrotic transition following acute kidney injury by modulating NAD+ metabolism" (2025).

How the data were processed

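The series held 10x Genomics single-cell RNA libraries of sorted mononuclear phagocytes from mouse kidney, blood and spleen. Animals were untreated or were taken 1 or 3 days after unilateral ischaemia-reperfusion injury (uIRI) of the kidney, with 45 min of ischaemia and 6 mice per time point. Each tissue and time point was 1 library, which gave 9 groups of 1 library each. In the kidney, leukocytes positive for CD11b and leukocytes positive for F4/80 were sorted and mixed in equal parts; how the blood and spleen cells were sorted was not stated. The authors aligned the reads to mm10 with STAR inside Cell Ranger (3.1.0 in the labels; the file headers give 3.1.0 for blood and 3.0.2 for spleen and the injured kidneys) and deposited 1 sparse matrix per library whose values are counts of unique molecular identifiers (UMIs) per gene and barcode. The values were whole numbers from 1, and no doublet removal was seen in them. The barcodes had already been cut by UMI count. The lowest total of a barcode was 2098 UMIs in the untreated kidney and 500 to 503 in the other libraries. The untreated kidney matrix had an older file layout than the other libraries, with no software version in its header. Of its barcodes 0.373% began with AAACCT and none with AAACCC, whereas in each other library AAACCC was present and AAACCT was not, so that library was made with another barcode set, and hence another kit version, than the others.

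All steps here started from these matrices. The 28692 genes found in every library were kept. Cells were kept with a mitochondrial share under 5%, 1000 to 50000 UMIs and 200 to 7000 genes, which are the limits given in the methods of the paper. Of 86255 barcodes 71657 were kept, and in the kidney 11966 of 15140. The mitochondrial limit removed 59.5% of the untreated kidney barcodes against 7.81% at day 1 and 11.0% at day 3, and the median mitochondrial share of those 3 libraries was 9.18%, 1.58% and 2.08%. The cells of the study's atlas covered more time points and another series, so its cell number is not comparable with these.

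The 3 libraries of a tissue were clustered together without batch correction (Harmony, used in the study, was not installed). Counts were scaled to 10000 per cell and log-transformed, genes in at least 3 cells were used, and 3000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1 with seed 0 were set. Clusters of at least 15 cells were named from marker sets fixed before the data were examined, in the library that held most of their cells, by the mean log2 difference of the markers from the other clusters (CPM plus 20). A name needed a mean of at least 0.8, at least 3 markers at 50 CPM, no other cell family at 0.67 of that mean or at 2.0, and no more markers of another class than of its own among the 10 top genes. Shallow clusters with none of their own markers among those genes stayed unnamed. Phagocyte clusters with a second phagocyte class within 0.85 of the best were left as unresolved. These thresholds were set after the clusters were seen. The class names mean "like" that cell type, since RNA alone named them. Between 1.41% and 11.1% of the cells of a library stayed unnamed.

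The resident and the injury macrophage classes were summed as kidney macrophages. Untreated kidney macrophages lay in a single cluster to 98.6%, whereas at day 1 62.5% lay in the injury cluster and 23.7% in another one, and at day 3 37.6% and 27.1% lay in 2 resident clusters. Day 1 and day 3 kidney neutrophils lay mostly in different clusters (78.1% and 88.7%), and so did kidney Ly6c-high monocytes (71.1% and 64.9%). In blood, day 1 Ly6c-low monocytes lay to 63.7% in a cluster that the other libraries hardly filled, and day 1 neutrophils to 93.1%. In spleen, day 1 Ly6c-high monocytes lay to 98.0% in a cluster of their own, and day 1 neutrophils lay to 92.2% in one that held 3.41% of the untreated neutrophils. Without doublets the day 1 blood neutrophils went from 175 to 9 cells. Each such difference is therefore a difference between clusters as well as between days.

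For each class and library the UMIs were summed and given as CPM, that is, with every class total scaled to the same size. With 1 library per group no p-value, standard error or number of changed genes was computed, and no replicate check was possible. Ratios have exact conditional binomial 95% intervals, CPM values exact Poisson intervals and shares exact Clopper-Pearson intervals, all of which cover counting error only. When a group had 0 counts, the ratio used a floor of 3 counts and is given as "at least". Comparisons needed 50 cells of the class in both libraries. For shares of cells with a gene, each cell was thinned to 1000 UMIs, and 0 cells were too shallow for that.

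Named genes followed a rule fixed before the data were examined. Genes were eligible when present in both annotations, not mitochondrial, ribosomal or unnamed models, and at 50 CPM or more in the higher group. In each kidney macrophage comparison the 10 higher and 10 lower genes with the largest interval bound nearest to no change were named, and 5 each way in the other comparisons. Up to 4 members with the highest mean CPM of each described list were added, together with Cd38, Igf1, Vcam1, Pdgfc, Pf4, Csf1r and Csf1. Markers that named a class count as checks of the class. Of the genes that met this rule, 2 are not reported here; they stayed in the totals, lists and marker sets. Genes named outside this rule are marked as chosen after their values were seen.

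Gene lists, 26 in number, were also fixed before the data were examined. Of these, 7 were scoring sets of the study (resident macrophage, infiltrating macrophage, fibrosis, chemokine, collagen degradation, inflammation and aging), which it credits to earlier reports. Another was the set of genes its text names for the CD38-high subset, chosen partly on these samples and so not independent of them. The others were MHC class II, interferon, glycolysis and hypoxia, oxidative stress, lipid and lysosome, matrix and growth factor, NAD, colony-stimulating factor, proliferation, immediate early, heat shock, apoptotic cell uptake, Ly6c-low monocyte, cell cycle arrest, and 4 lists of other cells' RNA (tubule, haemoglobin, neutrophil, lymphoid). Members with at least 10 UMIs over both libraries counted as measured, at least 3 were needed, and the median log2 ratio was placed among 10000 random lists of the same size matched in 20 expression bins. This percentile describes the pair of libraries and is not a test. Values below 2.5 or above 97.5 are called beyond the limits.

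Scaling was checked with edgeR TMM and DESeq2 size factors. They shifted all log2 ratios by more than 0.1 in 8 comparisons: kidney macrophages day 1 (-0.12 and -0.11) and day 3 (-0.12 and -0.14) against untreated, spleen Ly6c-high monocytes day 1 (-0.12 and -0.13), spleen Ly6c-low monocytes day 3 (-0.14 by both), blood neutrophils day 1 (-0.36 and -0.39) and day 3 (-0.12 and -0.13), spleen neutrophils day 1 (0.13 and 0.11). Kidney neutrophils, day 3 against day 1, moved most (-0.74 and -0.78). Other alternatives were thinned cells, the mean over cells, a mitochondrial limit of 10%, removal of doublets, totals without the lists of other cells' RNA, resolution 0.5 and 2, each library clustered alone, and other count limits for the lists. Scrublet scores (Scanpy) called 14, 227 and 270 of the kept kidney cells doublets (untreated, day 1, day 3), 659, 469 and 698 in blood and 118, 610 and 462 in spleen. Its automatic threshold called under 0.5% in the kidney, so there the top scores at 0.8% per 1000 cells were taken, a choice made after the data were seen. No doublets were removed in the values given unless stated.

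The method was tested on simulated data built from the kidney macrophages of day 3 against day 1 (2639 genes for the single genes, 13201 for the lists). Of 50 genes each set 1.25, 1.5, 2 or 4 times higher or lower, 100% had an interval beyond no change in each case, and 94%, 90%, 96% and 96% of the intervals held the set value. Of 2439 unchanged genes 4.59% had such an interval. All 20 named genes were ones set at 4 times, which was the largest change set, so this outcome tested little. A list set 2 times higher reached percentile 100, and 4.5% of 200 unchanged lists lay beyond the limits. Thinning returned 5.00% for a gene set in 5% of 2000 cells. The simulation holds no difference between mice or between library preparations, so these rates do not cover either. Its 2 classes held 8338640 and 59637807 UMIs. Untreated kidney macrophages held 3366347 and untreated spleen neutrophils 827588, so the rates do not carry over to comparisons with such classes.

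Depth set the precision. A gene at 50 CPM in untreated kidney macrophages, whose cells had a median of 3081 UMIs, rests on few molecules, and UMIs are printed beside values that rest on a handful of them. Left out were blood Ly6c-high monocytes against untreated, kidney against blood at day 3, kidney monocytes and neutrophils against untreated, and spleen resident macrophages, all for fewer than 50 cells in a library. Dendritic, lymphoid and other classes were counted but their genes were not analysed here. Computing used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. Coordinates are from GENCODE vM21 (mm10).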

Results

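Mononuclear phagocytes from kidney, blood and spleen were compared between untreated mice and mice 1 or 3 days after unilateral ischaemia-reperfusion injury (uIRI), with 1 library for each tissue and time point. The untreated kidney gave 1071 kept cells of 2682 barcodes (median 3176 UMIs per cell), day 1 gave 5236 of 5904 (10514.5) and day 3 gave 5659 of 6554 (13013). Blood gave 10963 of 12589 (4372) untreated, 11205 of 14101 (9794) at day 1 and 10970 of 12853 (3300.5) at day 3. Spleen gave 6415 of 7193 (5983), 10123 of 11597 (8343) and 10015 of 12782 (7183) in the same order. Intervals in brackets are exact 95% intervals and cover counting error only, not differences between mice or library preparations. Classes are named for the cell type their markers resemble.

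The first question was which cells made up each library. In the kidney, macrophage-like cells (resident and injury classes together), which take up debris and carry the complement genes C1qa to C1qc, were 80.5% of the untreated library [78.0, 82.8]. They were 9.66% at day 1 [8.88, 10.5] and 61.3% at day 3 [60.0, 62.6]. The resident class alone was 80.5%, 3.63% [3.14, 4.17] and 58.1% [56.8, 59.4] (34.0%, 13.6% and 24.0% with each library clustered alone). Ly6c-high monocyte-like cells, the blood-derived cells that enter inflamed tissue, were absent from the untreated kidney (0 of 1071), 38.4% at day 1 [37.1, 39.8] (11.02% to 25.1% under 4 other settings) and 4.74% at day 3 [4.2, 5.32] (3.13% and 7.39% under 2 other settings). Neutrophil-like cells, the first phagocytes to reach injured tissue, were 0, 38.3% [37.0, 39.6] and 26.7% [25.6, 27.9]. They were shallow, with medians of 3522 UMIs at day 1 and 3328.5 at day 3. The untreated matrix held no barcode under 2098 UMIs, whereas the injured ones started at 500. Shallower untreated neutrophils could therefore not be counted. An injury macrophage class marked by Spp1 and Fn1, genes of wound repair and matrix, held 6.04% of the day 1 cells [5.41, 6.71] (11.1% to 33.7% under 4 other settings), 3.20% of the day 3 cells [2.76, 3.69] (5.94% and 6.41% under 2) and none of the untreated ones. Endothelial cells, which should not pass a CD45 sort, were 9.24% of the untreated kidney library (5.88% clustered alone), 0.974% at day 1 and 0.265% at day 3. The kidney shares depended on the clustering. At a coarser resolution macrophages were 37.1% at day 1, and with each library clustered alone macrophages were 34.0% untreated, 24.7% at day 1 and 30.4% at day 3, with 31.8% and 26.8% of the untreated and day 3 cells unnamed. Equal mixing of 2 sorts also set part of every kidney share.

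In the spleen, NK-like cells (cytotoxic lymphocytes) were the largest class, with 48.8% untreated, 28.7% at day 1 and 43.5% at day 3. Neutrophil-like cells were 4.12%, 20.2% [19.5, 21] and 6.26%, and Ly6c-high monocyte-like cells 4.46%, 7.46% and 5.37%. Conventional type 2 dendritic cells, which present antigen to helper T cells, were 21.2%, 16.4% (10.5% clustered alone) and 7.09%. In blood, NK-like and T-like cells made up 33.8% and 42.5% of the untreated library and 49.4% and 23.4% of the day 3 library, against 7.78% and 6.73% at day 1 (T-like cells 10.4% to 14.1% under 3 other settings). Ly6c-high monocyte-like cells were 25.3% of blood at day 1 [24.5, 26.1] (49.2% and 41.5% at a coarser and a finer resolution) but 4 of 10963 cells untreated and 2 of 10970 at day 3. Ly6c-low monocyte-like cells, which patrol vessel walls, were 2.05%, 12.8% and 3.56%, and neutrophil-like cells 3.67%, 1.56% (0.0838% without doublets) and 10.5% (2.19% clustered alone). Untreated blood clustered alone had 3.46% T-like cells. Untreated mouse blood normally holds Ly6c-high monocytes, and the day 1 blood library also held 4.83% platelet-like and 4.23% erythroid-like cells, so the sort of the 3 blood libraries cannot be taken as the same.

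**Figure D1:**
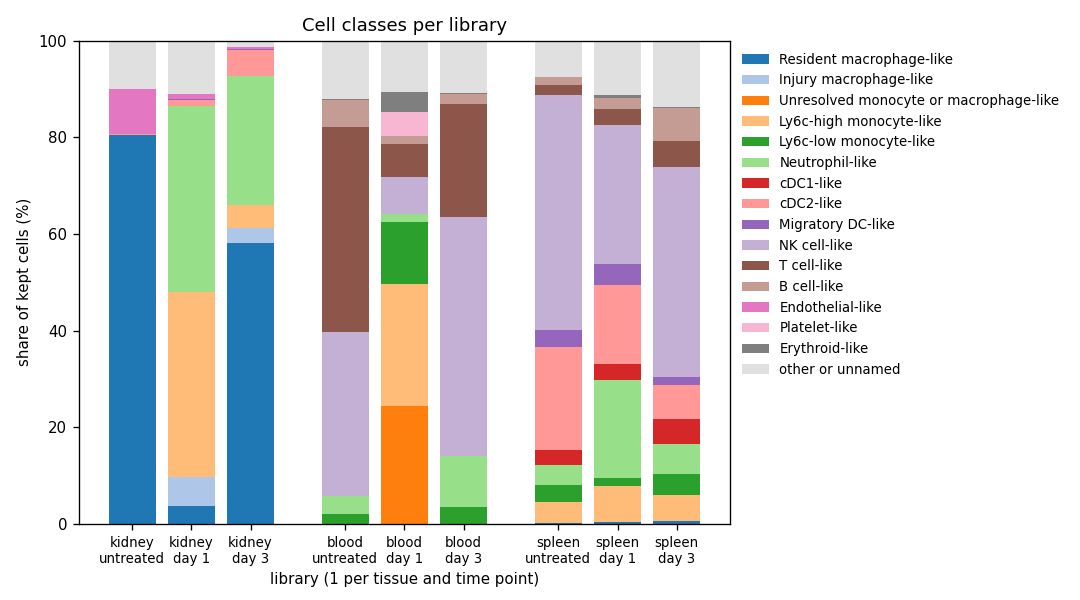
Share of kept cells (%, vertical axis) in each class for the 9 libraries (horizontal axis), 1 bar per library. Kidney macrophage-like cells (resident and injury together) were 80.5%, 9.66% and 61.3%.

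Kidney macrophages at day 1 were next compared with those of the untreated kidney, to ask what the cells expressed early after injury. At day 1 the cells carried far more RNA for chemokines that draw neutrophils and monocytes (Cxcl2, Cxcl3, Ccl2, Ccl6), for glycolysis (Gapdh, Pkm, Eno1) and for protection against oxidative stress (Hmox1, Slc7a11). They carried far less RNA for MHC class II antigen presentation (Cd74, H2-Ab1, H2-Aa) and for proliferation (Stmn1, Pcna). Genes typical of Ly6c-high monocytes (Chil3, Vcan, S100a4) were present at day 1 and almost absent before. Kidney tubule and haemoglobin RNA, which macrophages are not known to make, was high in the untreated library only. That library also had another kit version, lower depth (3081 against 15414.5 UMIs per macrophage) and a larger loss to the mitochondrial limit (59.5% against 7.81% of barcodes), so injury and library preparation are confounded in this and in the next comparison.

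All 7 MHC class II genes were lower at day 1, with a median log2 ratio of -4.02 (percentile 0 among matched random lists). Cd74, the invariant chain that loads class II molecules, had 4805 CPM against 82844 untreated, H2-Ab1 1070.4 against 25702, H2-Aa 1137 against 19610.0 and H2-Eb1 884 against 14330.1. All 14 proliferation genes were lower (median -1.82, percentile 0.01), among them Stmn1, a microtubule regulator of dividing cells (16.5 against 100.4), and Pcna, the replication clamp (30.1 against 83.5). The glycolysis and hypoxia genes were all higher, 12 of 12 (median 3.08, percentile 100), with Gapdh at 3311 against 338 CPM, Pkm at 1671 against 238, Aldoa at 1308 against 321 and Eno1 at 1021 against 139. Of the oxidative stress genes 8 of 9 were higher (1.93, percentile 99.96), led by the haem-degrading enzyme Hmox1 (3122 against 87.0), Prdx1 (1880.4 against 1003) and Txn1 (831 against 223). Interferon-stimulated genes were higher in 11 of 14 (1.34, percentile 99.95), such as the T cell attractant Cxcl10 (536 against 33.9) and Isg15 (392 against 127). That call did not hold without doublets (0.24, 50.65) or at resolution 0.5 (-0.01, 22.5), and it turned with the 10% mitochondrial limit (-1.56, 0).

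The study's chemokine set was higher in 11 of 16 measured genes (median 3.31, percentile 100). Cxcl2, a neutrophil attractant, had 4755 CPM against 172, Ccl6 4383 against 389 and the monocyte attractant Ccl2 3281 against 103. Collagen degradation, also a study set, was higher in 4 of 4 measured genes (3.51, percentile 99.98), including the membrane collagenase Mmp14 (88.7 against 7.72) and Mmp19 (50.5 against 0). Matrix and growth factor genes were higher in 10 of 12 (5.77, percentile 100). That list shares 6 genes with the injury class markers, and without them its median was 3.25 (percentile 100), with Tgfbi, a matrix protein induced by TGF-beta, at 1768 against 225. Lipid and lysosome genes were higher in 8 of 12 (2.04, percentile 100; 1.58 and 99.42 without class markers), with the galectin Lgals3 at 2844 against 504 and the lysosomal protease Ctsl at 1886 against 83.5. Heat shock genes had a median of 1.28 (percentile 99.02; 94.2 after thinning), but Hspa1a, a chaperone that tissue dissociation also raises, had 16.8 CPM against 303.

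The largest rises of single genes were in Cxcl3, a neutrophil attractant (2428 CPM against 0, at least 2724-fold), and the chitinase-like lectin Chil3 (746 against 0, at least 837-fold). The calcium-binding protein S100a4 of motile cells had 890 CPM against 1.19 (log2 9.55 [8.19, 11.43]). The proteoglycan gene Vcan (317 against 0, at least 356-fold), coagulation factor gene F10 (289 against 0, at least 324-fold) and the cystine transporter Slc7a11 (245 against 0, at least 275-fold) followed. The membrane protease Adam8 (349 against 0.297, 1 UMI, log2 10.20 [7.72, 15.50]), the protease inhibitor Slpi (313 against 0.297, 1 UMI, 10.04 [7.56, 15.34]), the lectin receptor Clec4d (481 against 0.891, 3 UMIs, 9.08 [7.53, 11.35]) and guanine deaminase Gda (248 against 0.297, 1 UMI, 9.71 [7.23, 15.01]) completed the 10. Chil3 and Vcan are markers of Ly6c-high monocytes.

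All 10 leading lower genes were tubule or haemoglobin genes. They were the calcium-binding S100g (2 UMIs at day 1, 251 CPM untreated), the kallikrein Klk1 (1 UMI, 155 CPM), Spink1 (0 against 95.9, at least 267-fold lower), Miox (0 against 72.5, at least 201.5-fold lower), Umod (2 UMIs, 88.8 CPM), Wfdc15b (2 UMIs, 64.5 CPM), Gpx3 (3.48 against 474, log2 -7.09 [-7.67, -6.56]), Hba-a1 (2 UMIs, 177 CPM), Hba-a2 (0.480 against 156) and Hbb-bs (1.68 against 302, -7.49 [-8.37, -6.74]). The tubule list fell by 7.02 and the haemoglobin list fell by 7.94 on the log2 scale, while the neutrophil list rose by 3.86. Macrophages are not known to make these genes, and untreated endothelial cells carried tubule RNA as well (1165 CPM against 1530 in untreated macrophages and 19.2 in day 1 macrophages). The Ly6c-low monocyte list was higher (2.0, percentile 100, 9 of 10 genes; 0.39 and 59.98 after thinning), and so was the study's infiltrating macrophage set (5.82, 3 of 3). Lymphoid RNA had 2 measured genes and no median.

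The study's resident macrophage set was lower in 9 of 9 genes (-1.96, percentile 0.02), but 6 of them named the class, and the rest had a median of -1.14 (percentile 3.89). The study's aging set was lower (-1.53, percentile 0.00, 6 of 15 higher), also without class markers (-1.50, 0) and in the resident class alone (-0.82, 0). Its fibrosis set had a median of -0.73 (percentile 1.77, and 3.89 without the marker Vcam1), and 5 other settings put it inside the limits. Inflammation (0.64, percentile 89.8), NAD (0.31, 74.5), colony-stimulating factor (0.87, 86.0), apoptotic cell uptake (0.57, 75.7), cell cycle arrest (1.04, 95.4) and immediate early genes (-0.29, 3.49) stayed inside the limits. Within the NAD list, Bst1, the other ADP-ribosyl cyclase beside Cd38, had 152 CPM against 8.32 and Nampt, the NAD salvage enzyme, 98.3 against 45.2. The class check C1qa had 8047 CPM untreated, 2074 at day 1 and 4519 at day 3, and in the resident class alone the resident set was lower on both days (-0.99 and -1.20). In the resident class alone, day 1 against untreated, the median was -2.68 for MHC class II, 1.68 for glycolysis, 1.56 for chemokines, -0.75 for proliferation and 2.40 for matrix genes, each smaller than in both classes together. It was 2.93 for interferon and 2.17 for oxidative stress, which were larger. Lipid and lysosome (0.75, percentile 89.7), heat shock (0.98, 96.99) and fibrosis genes (-0.02, 32.1) were inside the limits there, and colony-stimulating factor genes (1.57, 99.2) above.

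Day 3 was compared with untreated next, to ask which changes were still present or had appeared. Macrophages at day 3 still had less MHC class II RNA than untreated ones, and more RNA for matrix, chemokine and oxidative stress genes. Proliferation genes, lower at day 1, were higher at day 3, among them Top2a (DNA untangling) and Birc5 (chromosome segregation). Genes of Ly6c-high monocytes and neutrophils (S100a8, S100a9, Plac8, Chil3) were again present where the untreated library had almost none.

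MHC class II genes were lower in 7 of 7 (median -1.71, percentile 0.01), with Cd74 at 17083 CPM against 82844. Proliferation genes were higher in 13 of 14 (1.83, percentile 100): Stmn1 379 against 100.4, Top2a 136 against 23.2 and Birc5 109.7 against 16.9, with Pcna the exception at 43.7 against 83.5. Matrix genes were higher in 9 of 12 (2.89, percentile 100; 1.72 and 99.8 without class markers). Glycolysis was higher in 11 of 12 (1.02, percentile 99.7; Gapdh 1457 against 338), oxidative stress in 7 of 9 (1.09, percentile 99.0, but 90.1 after thinning; Hmox1 421 against 87.0) and the study's collagen degradation set in 4 of 5 (2.99, percentile 100). The study's chemokine set was higher in 11 of 16 (1.45, percentile 99.99), although Ccl12 (522 against 1192) and Ccl4 (368 against 940.5) were lower. The Ly6c-low monocyte list (2.06, percentile 100), the study's infiltrating set (5.50, 99.98) and the colony-stimulating factor list (1.16, 98.1, but inside under 4 other settings) were above the limits. Lipid and lysosome genes had a median of 1.38 (percentile 99.99) with class markers and -0.42 (percentile 3.30) without, so that rise was carried by 3 markers. In the same way apoptotic cell uptake (-1.02, percentile 0.15) went to -0.10 (18.6) without Axl, and the aging set (-0.42, 1.01) to -0.09 (12.0). The resident set was lower in 9 of 9 (-1.17, percentile 0.12; -1.35 and 1.70 without markers). Interferon (0.63, 96.97), inflammation (0.07), NAD (0.15), fibrosis (-0.50, 6.88), cell cycle arrest (0.35), heat shock (0.01), immediate early genes (-0.19) and lymphoid RNA (-1.76, 11.4) were inside the limits, although interferon passed them in the resident class alone (0.71, 98.8).

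The leading higher genes were Chil3 (112 CPM against 0, at least 125.5-fold), S100a4 (273 against 1.19, log2 7.85 [6.49, 9.72]), Gda (131 against 0.297, 1 UMI, 8.79 [6.31, 14.09]), the haemoglobin-binding protein Hp (67.1 against 0, at least 75.3-fold) and Retnlg (53.6 against 0.297, 1 UMI, 7.49 [5.02, 12.80]). S100a9 and S100a8, the calprotectin subunits of neutrophils, had 660.1 against 5.35 and 591 against 7.13, S100a6 had 759 against 16.0, the replication histone Hist1h2ae 137 against 2.08 and the monocyte gene Plac8 377 against 8.32. The neutrophil list as a whole rose by 3.68 on the log2 scale, with 1446 CPM in day 3 macrophages and 51.1 in untreated ones. The 10 lower genes were again Klk1, Wfdc15b, S100g, Hba-a1, Hba-a2, Miox, Hbb-bs, Umod, Spink1 and the androgen-regulated tubule gene Kap (2.08 against 273, -7.04 [-7.32, -6.77]). Tubule RNA fell by 7.17 and haemoglobin RNA fell by 8.48.

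Day 3 against day 1 compared the 2 injured kidneys, whose libraries were alike in depth and file layout. Between the days the macrophages gained RNA of dividing cells and of antigen presentation. They lost RNA for neutrophil and platelet chemokines, glycolysis, oxidative stress and matrix. The injury class made up 316 of 506 cells at day 1 and 181 of 3470 at day 3, and in the resident class alone the losses of glycolysis, matrix and chemokine RNA were smaller, whereas those of oxidative stress, heat shock and interferon RNA were not.

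Proliferation genes were higher in 14 of 14 (median 4.54, percentile 100). Of the 10 leading higher genes, 9 serve cell division: Cenpf, a kinetochore protein (53.9 CPM against 0.120, 1 UMI, log2 8.81 [6.33, 14.12]), Ube2c, which marks mitotic cyclins for destruction (99.8 against 0.839, 7 UMIs, 6.89 [5.85, 8.21]), Birc5 (109.7 against 1.32, 6.38 [5.54, 7.38]), the proliferation antigen Mki67 (104 against 3.24, 5.0 [4.46, 5.61]), Stmn1 (379 against 16.5, 4.52 [4.27, 4.77]), Top2a (136 against 5.76, 4.56 [4.15, 5.0]) and the histones Hist1h1b (224 against 10.4), Hist1h2ae (137 against 6.12) and Hist1h2ap (267 against 14.6). The other was Pltp, which transfers phospholipids to lipoproteins (267 against 22.7, 3.56 [3.35, 3.77]). MHC class II genes were higher in 7 of 7 (2.16, percentile 100). The resident class alone gave the same direction for proliferation (3.32) and MHC class II (1.01).

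Matrix genes were lower in 11 of 12 (median -2.32, percentile 0; -1.52 without class markers), glycolysis in 12 of 12 (-1.85, percentile 0), oxidative stress in 9 of 9 (-1.41, percentile 0), lipid and lysosome in 11 of 12 (-1.34, percentile 0.00) and heat shock in 8 of 8 (-0.99, percentile 0.03; 6.26 with members at 50 CPM or more). The study's chemokine set was higher in 5 of 17 genes (-1.73, percentile 0; -0.22 and 18.7 at resolution 0.5). Interferon genes were higher in 4 of 14 (-0.47, percentile 0.57), but turned with the 10% mitochondrial limit (1.35, 100), without doublets (0.09, 80.7) and at resolution 0.5 (0.24, 95.9). Of single genes, Cxcl3 went from 2428 to 46.0 CPM (log2 -5.72 [-5.78, -5.66]), the podoplanin gene Pdpn from 151 to 2.65 (-5.83 [-6.08, -5.59]), the platelet chemokine Ppbp from 712 to 16.8, the growth factor Areg from 52.9 to 1.22 and Vcan from 317 to 14.0. Slpi (313 to 17.5), the phosphodiesterase Pde4d (70.9 to 4.29, but higher at day 3 in the resident class alone, log2 1.98), F10 (289 to 20.7), Adam8 (349 to 26.0) and Clec4d (481 to 43.3) followed. In the resident class alone, the day 3 minus day 1 median was -0.44 for glycolysis, -0.65 for matrix, -1.64 for oxidative stress, -1.29 for heat shock, -0.91 for chemokines and -2.12 for interferon. The study's aging set was higher (0.82, percentile 100) in both classes together but lower in the resident class (-0.49), and 0.08 (82.3) after thinning. Its resident set (0.65, 99.7) went to -0.40 (22.5) without markers. Fibrosis (0.32, 84.5), inflammation (-0.28), infiltrating (-0.25), collagen degradation (0.18), colony-stimulating factor (-0.22), NAD (0.43, 96.6), apoptotic cell uptake (-0.29), cell cycle arrest (0.54, 96.9), immediate early (0.08) and Ly6c-low monocyte genes (0.02) stayed inside the limits, as did tubule (0.25), haemoglobin (-0.02) and neutrophil RNA (-0.40, 6.30). Without Axl, apoptotic cell uptake had a median of -0.50 and fell just below the lower limit (percentile 2.48). Lymphoid RNA was higher (1.45, 99.1), but not in the resident class alone (-0.09, 74.4). There the Ly6c-low monocyte (-1.0, 0), infiltrating (-1.39, 0.17) and neutrophil lists (-1.09, 0.01) were below the limits, and the resident set was inside them (-0.09, 42.3).

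**Figure D2:**
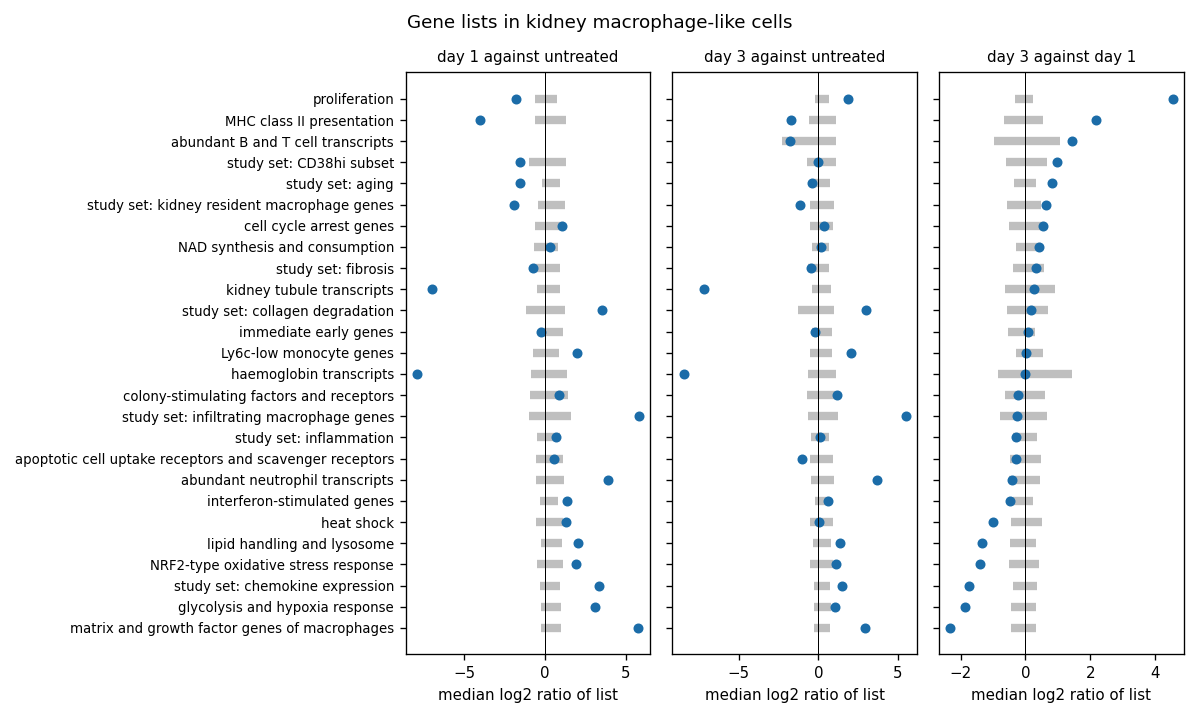
Median log2 ratio (horizontal axis) of each gene list (vertical axis) in kidney macrophage-like cells for 3 comparisons, with a dot for the median and a grey bar for the central 95% of matched random lists. Proliferation had -1.82, 1.83 and 4.54 and MHC class II -4.02, -1.71 and 2.16.

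Cd38, which encodes a surface enzyme that consumes NAD, was followed over the 3 kidney libraries with the genes named beside it for the CD38-high subset. Cd38 RNA in macrophages was higher at each time point, although 1 random draw of 1000 UMIs per cell turned day 1 against untreated around (log2 -0.23; the mean over cells gave 1.32). Igf1 (insulin-like growth factor 1) was lower at day 1 and largely back at day 3. Pf4, the chemokine platelet factor 4, peaked at day 1 together with Ppbp, another platelet chemokine, and Csf1r, the receptor that macrophages need to survive, was lowest then. Vcam1, an adhesion molecule that is also a resident macrophage marker here, was lower on both days, but level at day 1 in the resident class alone (-0.02).

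Cd38 had 13.1 CPM untreated [9.50, 17.5], 33.5 at day 1 [29.6, 37.6] and 65.2 at day 3 [63.2, 67.3], which is 2.56-fold and 4.99-fold of untreated (log2 1.36 [0.89, 1.85] and 2.32 [1.89, 2.78]). With every cell thinned to 1000 UMIs, 1.16% of untreated macrophages had a Cd38 UMI [0.558, 2.12], 3.16% at day 1 [1.82, 5.08] and 6.54% at day 3 [5.74, 7.42]. From untreated to day 1 these shares rose, whereas the thinned UMIs summed in a separate random draw fell. Both rest on few UMIs, and the intervals of the shares overlap. The thinned values therefore do not settle the direction of that step, while the mean over cells, without thinning, rose. Without thinning the shares were 3.94%, 28.9% and 42.4% at median depths of 3081, 15414.5 and 15652 UMIs. Neutrophils gave 0.648% at day 1 and 2.12% at day 3 after thinning (8.75 and 24.2 CPM), and no cell was too shallow. Their day 3 values were above those of untreated macrophages (1.16% and 13.1 CPM), and they rose between the days as in macrophages. Neutrophils therefore give no background level for Cd38. By class, Cd38 was at 38.5 CPM in injury and 21.3 in resident macrophages at day 1, at 120.1 and 61.4 at day 3, and at 35.4 and 34.9 in Ly6c-high monocytes. Untreated endothelial cells had more than any of these (180.5 CPM), and the untreated value was the least certain of the 3.

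Igf1 had 87.6, 30.0 and 69.2 CPM (log2 -1.55 [-1.80, -1.30] at day 1 and -0.34 [-0.51, -0.16] at day 3). At day 1 it was at 90.6 in the resident class and 4.92 in the injury class, so the fall lay in the class mix. Pf4 had 869, 5846 and 1232 CPM (2.75 [2.70, 2.80] and 0.50 [0.45, 0.56]), with 7644 in injury macrophages, 1500.5 in resident ones and 759 in Ly6c-high monocytes at day 1. Platelet-marker RNA moved with Pf4 (2.97, 712 and 17.1 CPM), but at day 1 all except 2 of its 5937 UMIs were Ppbp. Csf1r had 997, 306 and 566 (-1.70 [-1.78, -1.63] and -0.82 [-0.87, -0.77]), and its ligand Csf1 2.38 (8 UMIs), 9.11 and 6.49 (1.94 [0.89, 3.20] and 1.45 [0.46, 2.67]). Vcam1 had 136, 40.9 and 33.5, and its fall from day 1 to day 3 turned into a rise with the 10% mitochondrial limit (log2 1.06), without doublets (1.13) and at resolution 0.5 (1.64). Pdgfc, a platelet-derived growth factor, was near the limit of detection with 3.56 (12 UMIs), 0.839 (7 UMIs) and 3.42. The 5 genes of the CD38-high set together had a median of -1.55 at day 1 (percentile 0.70; -0.10 and 33.0 without Vcam1) and -0.06 at day 3 (23.4) against untreated, and 0.96 for day 3 against day 1 (99.5; 1.08 and 99.5 without Vcam1). In the resident class alone that last median was -0.34 (percentile 16.0), so its direction turned, as it did after thinning (-0.56, 8.67). That set was chosen partly on these samples.

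**Figure D3:**
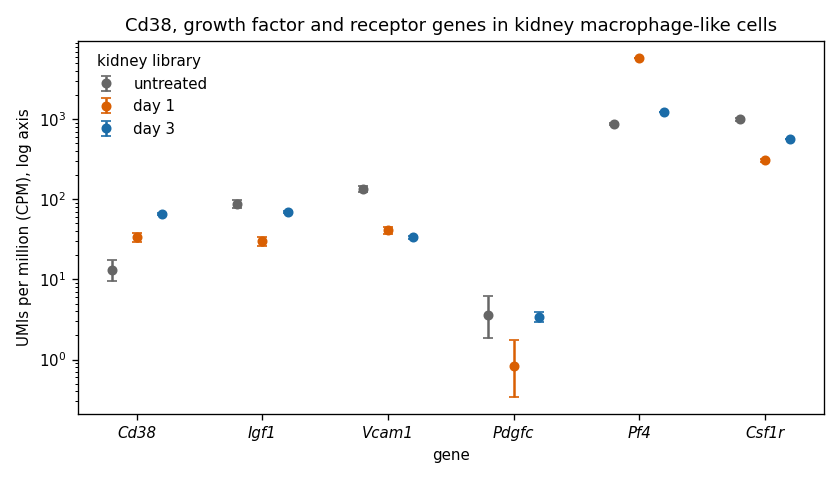
CPM (vertical log axis) of 6 genes (horizontal axis) in kidney macrophage-like cells of the 3 kidney libraries, with exact 95% counting intervals as bars. Cd38 had 13.1, 33.5 and 65.2 CPM.

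Cd38 (ENSMUSG00000029084) lies on chromosome 5 from 43868553 to 43912375 on the plus strand, with up to 8 exons in a transcript. Igf1 (ENSMUSG00000020053) lies on chromosome 10 from 87858265 to 87937042 (plus, 5 exons), Vcam1 (ENSMUSG00000027962) on chromosome 3 from 116109949 to 116129688 (minus, 9 exons) and Pdgfc (ENSMUSG00000028019) on chromosome 3 from 81036416 to 81214040 (plus, 7 exons). Pf4 (ENSMUSG00000029373) is on chromosome 5 from 90772435 to 90773383 (plus, 3 exons), Csf1r (ENSMUSG00000024621) on chromosome 18 from 61100598 to 61132149 (plus, 22 exons) and Csf1 (ENSMUSG00000014599) on chromosome 3 from 107741048 to 107760469 (minus, 9 exons). Coordinates are in mm10.

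Ly6c-high monocytes of the kidney were compared between day 3 and day 1, to ask whether the infiltrating cells changed over time. Cells at day 3 had less RNA of the acute phase and stress genes Saa3 (serum amyloid A) and Hmox1, and less heat shock RNA. They had more RNA of Ccl5, a lymphocyte attractant, and more of proliferation, interferon and Ly6c-low monocyte genes. Saa3 went from 343 to 37.9 CPM (log2 -3.18 [-3.45, -2.92]) and Hmox1 from 1869 to 630 (-1.57 [-1.63, -1.51]). The syndecan gene Sdc4 (140 to 30.9), the growth factor binder Igfbp6 (104 to 29.4) and the metal transporter Slc39a14 (51.4 to 14.9) also fell. Ccl5 went from 0.80 to 68.6 (6.42 [5.83, 7.07]), immunoglobulin gene Ighm from 21.7 to 94.0, the antibacterial Pglyrp1 from 36.5 to 113, Mgst1 from 94.3 to 277 and the receptor subunit Ramp1 from 34.8 to 97.4. Heat shock genes were lower in 8 of 8 (median -1.36, percentile 0), oxidative stress in 8 of 9 (-0.61) and matrix genes in 11 of 12 (-0.60; percentile 5.88 after thinning). Proliferation genes were higher in 12 of 13 (1.96, percentile 100, and 94.6 after thinning; Stmn1 6.52 to 27.9), Ly6c-low monocyte genes in 9 of 10 (0.94, but 0.11 without doublets and -0.09 at resolution 0.5), immediate early genes in 10 of 10 (0.51) and interferon genes in 11 of 14 (0.56, but -0.02 after thinning). The day 3 class held 268 cells against 2012.

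Kidney and blood Ly6c-high monocytes were compared at day 1, to ask how cells in the organ differ from those in the circulation. The kidney cells carried much more RNA for monocyte chemokines (Ccl7, Ccl12, Ccl2), for MHC class II and for apoptotic cell uptake. The blood cells carried more immediate early and proliferation RNA, and platelet RNA. Ccl7 had 570.2 CPM in kidney against 0.180 in blood (9 UMIs, log2 11.63 [10.70, 12.76]), the endocytic adaptor Dab2 387 against 1.24, Ccl12 335 against 1.14 and Basp1 475 against 4.25. All 7 MHC class II genes (2.97; Cd74 6375 against 614), 12 of 12 matrix genes (2.71), 8 of 8 uptake receptors (3.25), 8 of 8 heat shock genes (2.30) and 8 of 9 oxidative stress genes (1.30, but 0.14 at resolution 0.5; Hmox1 1869 against 86.0) were higher in kidney, each at percentile 100. Among immediate early genes 1 of 10 was higher (-0.95; Fos 1092 against 2993), and among proliferation genes 2 of 14 (-1.85; Stmn1 6.52 against 72.1). The 5 leading blood genes were Nrgn (2 UMIs in kidney, 406 CPM in blood), Ctla2a (1.02 against 1132), Gp1bb (at least 1052-fold), Gp9 (at least 937-fold) and Alox12 (at least 551-fold), which are platelet genes. The kidney was digested with enzymes, and how blood cells were prepared is not given in the sources used here. Haemoglobin RNA was higher in the blood cells (-6.99), and neutrophil RNA had 13216 CPM in them against 1723 in the kidney cells. The tubule list had a median ratio of 2.84, but its summed RNA was 12.9 CPM in kidney and 17.2 in blood.

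Blood Ly6c-low monocytes were compared with untreated on both days, to look for a change outside the kidney. At day 1 they had more interferon-stimulated RNA, more MHC class II RNA except in the cluster that the blood libraries shared, and less RNA of the inflammatory genes Tnf, Ccl3 and Cd83. Heat shock RNA was lower on both days. Interferon genes were higher in 11 of 14 at day 1 (median 1.24, percentile 100; the GTPase Gbp2 422 CPM against 18.6, Irf7 164 against 85.1, Isg15 49.5 against 12.2) but had a median of 0.19 at day 3 (71.3). MHC class II genes were higher in 7 of 7 at day 1 (0.83, but -0.78 and percentile 0 in the shared cluster) and in 1 of 7 at day 3 (-0.41, 0.34). Heat shock genes were lower in 7 of 7 at day 1 (-0.95) and at day 3 (-1.15), with Hspa1b at 104 untreated, 12.8 and 5.15. Single genes higher at day 1 were the complement gene C1qb (157 against 0, at least 73.0-fold), Saa3 (74.4 against 0, at least 34.6-fold), Pf4 (276 against 3.58), Ctla2a (606 against 16.5) and Hbb-bs (251 against 4.29). Lower were Cd83 (8.03 against 150), Tnf (19.9 against 176), Hspa1b, Ccl3 (11.3 against 80.1) and Rnaset2b (56.1 against 349.9). At day 3 Ly6a (96.2 against 17.9), S100a8 (119 against 23.6), Ccl4 (78.7 against 15), the checkpoint ligand Cd274 (142 against 37.2) and Pecam1 (98.8 against 25.0) were higher. Hspa1b, Hspa1a (5.15 against 95.2), Fn1 (5.15 against 57.2), Dnaja1 (152 against 450.02) and Iqgap2 (13.9 against 52.2) were lower. Haemoglobin RNA was 411 CPM in the day 1 cells against 12.2 untreated and platelet RNA 252 against 3.58, so Hbb-bs, Pf4 and Ctla2a moved with other cells' RNA. The neutrophil list had 129 CPM untreated, 314 at day 1 and 331 at day 3. S100a8 is a member of that list, so the list cannot tell where the S100a8 RNA of day 3 came from. Of the day 1 cells 63.7% came from a cluster that the other blood libraries hardly filled.

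Spleen monocytes were compared in the same way. In Ly6c-high monocytes of day 1 the acute phase gene Saa3 and the iron-binding Lcn2 were far higher, proliferation and collagen degradation genes were higher, and interferon genes were lower. At day 3 MHC class II and immediate early genes were lower and proliferation genes higher. RNA of the neutrophil list was high in these cells after injury. Saa3 had 2447 CPM at day 1 against 1.95 (6 UMIs, log2 10.29 [9.17, 11.74]), Lcn2 1361 against 4.22, Lrg1 358 against 0 (at least 367-fold), Wfdc21 553 against 0.650 (2 UMIs) and S100a8 8946 against 26.3. Interferon genes were higher in 1 of 14 (median -1.58, percentile 0; Irf7 58.1 against 207, Isg15 64.0 against 189), proliferation genes in 13 of 14 (1.39), collagen degradation genes in 4 of 4 (2.85) and oxidative stress genes in 6 of 8 (1.18). At day 3 the leading higher genes were Retnlg (257 against 1.95), Wfdc21 (127 against 0.650), S100a8 (1467), S100a9 (1449.9 against 27.9) and Lcn2 (92.3). Proliferation was higher in 14 of 14 (1.68), and lower were MHC class II in 6 of 7 (-0.98; Cd74 1444 against 2938) and immediate early genes in 10 of 10 (-0.73). Lower on both days were Lyz1, Gstp1, the maturation marker Cd83 (101 untreated, 8.74 and 11.1) and the lectin Cd209a. The neutrophil list had 161, 14013 and 3286 CPM in this class, but S100a8, S100a9 and Retnlg are members of it. At day 1 S100a8 alone had 8946 CPM. The list therefore cannot tell neutrophil RNA from RNA that the monocytes made themselves. Lcn2 and Wfdc21, which are not members, moved with the list, and the source of their RNA was not tested.

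Spleen Ly6c-low monocytes differed less. At day 1 their own marker genes were lower in 10 of 10 (median -0.61, percentile 0), and Hmox1 was higher (188 CPM against 39.4). At day 3 MHC class II genes were lower in 7 of 7 (-0.48, percentile 0.08) and immediate early genes in 9 of 10 (-0.45). Higher at day 1 were the histone Hist1h4d (123 against 4.29), S100a9 (716 against 51.5), S100a8 (492 against 40.8), Retnlg (95.7 against 5.01) and Wfdc17 (376 against 51.5). Lower were Cd83 (29.6 against 306), Gstp1, Serpinb10 (33.4 against 206) and Bcl2a1d, a survival gene (60.7 against 327). Higher at day 3 were Hist1h4d (82.8), the immunoglobulin gene Iglc1 (69.6 against 3.58), S100a8 (283), S100a9 (333) and Rgs1 (167 against 31.5). Lower were Gstp1, the early gene Fosb (55.8 against 277), Pgk1 (11.4 against 61.5) and Cd83 (76.6). The neutrophil list had 183, 1443 and 745 CPM in this class. The lymphoid list had 35.8, 38.9 and 110.5 CPM, so Iglc1 moved with lymphoid RNA at day 3.

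Neutrophils of blood and spleen were compared last. Blood neutrophils of day 1 had almost none of the granule genes Camp and Ltf, which are made before the cells leave the marrow, while at day 3 the granule genes were lower by a smaller amount. The day 1 blood class had 175 cells but only 9 when doublets were removed before clustering, where the median of the named genes was 4.98 in place of 7.31. Spleen neutrophils had more MHC class II RNA on both days, and more RNA of Prok2, a secreted attractant. In blood, Camp had 1.95 CPM at day 1 (2 UMIs) against 9399.6 (log2 -12.24 [-15.28, -10.38]), Ltf 0 against 2444 (at least 836-fold lower), Ngp 73.1 against 8981, Ptgs2 22.4 against 244 and Gzma 82.8 against 662. Hbb-bs (2298 against 6.15), Hba-a2 (293 against 0.559, 1 UMI), Hbb-bt (276 against 2.24), Fn1 (201 against 0, at least 119.7-fold) and Saa3 (228 against 1.12, 2 UMIs) were higher. MHC class II (2.51, 7 of 7; 0.05 without doublets) and interferon genes (1.10, 10 of 12; 0.57 and percentile 18.9 without doublets) were higher, but the class held 3599 CPM of haemoglobin RNA and 1385 of platelet RNA. At day 3 Camp had 4746 CPM, Ngp 4337 and Lcn2 3473 against 6841, and Thbs1 (120 against 265) and Vim (456 against 948) were lower. Higher were Pou2f2 (116 against 35.8, but lower without doublets, log2 -0.28), Klra4 (77.6 against 24.6), Apoe (386 against 151), Stfa1 (241 against 105) and Gzma (1318 against 662), of which Klra4 and Gzma are NK cell genes. Heat shock genes were lower in 7 of 7 at day 3 (-0.69; -0.24 and percentile 5.53 as the mean over cells).

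In spleen neutrophils Prok2 had 236 CPM at day 1 (log2 6.02 [4.48, 8.30]) and 54.2 at day 3 against 3.62 untreated (3 UMIs). At day 1 Lipg (70.1 against 0, at least 19.3-fold), Ggt1 (62.9 against 0, at least 17.3-fold), Chil3 (220 against 10.9) and Tmem176a (70.3 against 1.21, 1 UMI) were higher. At day 3 the protease inhibitors Stfa2 (307 against 2.42, 2 UMIs) and Stfa3 (150 against 3.62, 3 UMIs), Iglc1 (66.3 against 2.42, 2 UMIs) and S100a4 (111 against 13.3) were higher. MHC class II genes were higher in 7 of 7 on both days (2.37 and 1.49, each percentile 100), and interferon genes were higher in 3 of 13 at day 1 (-0.96, percentile 0.03; 14.2 after thinning and 3.16 without doublets). The lymphoid list had 31.4 CPM untreated, 29.8 at day 1 and 72.0 at day 3 in this class. At day 3 it therefore moved with Iglc1 and the MHC class II genes. Lower at day 1 were Hist2h2aa1 (8.87 against 202), Lrch4 (4.21 against 58.0) and the stress genes Chac1 (7.15 against 64.0) and Atf3 (48.0 against 337). Lower at day 3 were Hist2h2aa1, Lrch4, Pgk1 and the matrix gene Thbs1 (18.7 against 156). Hist2h2aa1, Lrch4, Pgk1 and Gstp1 had lower values in spleen B, T, NK and cDC1 cells too. The untreated class held 264 cells, 96.2% of them in a cluster that held 1.76% of the day 1 cells.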

Values the study reported

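The study reported 38,074 sorted kidney cells after its quality filters, in 13 clusters, over more time points than the series described here. Of these, 27,544 were mononuclear phagocytes, in 15 clusters. In mice given a CSF1R inhibitor over the first days, the study reported CD38-high macrophages at day 7 as 0.56%, against 1.46% with vehicle.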

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

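In this part the tests of differences between libraries, of a fall in blood, of free RNA and of eosinophils were chosen after the results were seen, and the tests of joined cells before. Gstp1, Pgk1, Lrch4 and Hist2h2aa1 had lower CPM in the injured spleen libraries than in the untreated one in every phagocyte class compared, and in B, T, NK and cDC1 cells the median log2 ratio of the 4 was between -2.961 and -2.104. The widest gap between 7 classes on the same day was 0.794 for Gstp1, consistent with a difference between libraries that acts on all cells alike. It was 3.74 for Hist2h2aa1 (-4.51 in neutrophils, -0.76 in T cells), which argues against such an effect as its whole cause, and 1.49 for Pgk1 and 1.35 for Lrch4, which decide nothing. In NK cells the median was 3.05 in blood and -2.13 in spleen at day 1, and -0.731 and -2.108 at day 3, a gap of at least 1.38 that argues against a fall of the 4 alike in both tissues, although Hist2h2aa1 alone fell alike at day 3 (-0.64 and -0.73); a fall in spleen alone, or a difference in the annotation used for the libraries, was not tested and stays open.

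Tubule RNA in untreated kidney macrophages was the second pattern. Endothelial cells of that library held 0.761 times the tubule RNA of the macrophages, which is consistent with free RNA in the suspension. The tenth of macrophages with most tubule UMIs held 26.1% of them and 98.8% of 862 cells had at least 1, which argues against a few macrophages joined to tubule cells. The tubule genes among the leading lower genes of both comparisons with the untreated kidney are therefore likely a property of that library. Haemoglobin RNA had 194 CPM in its endothelial cells against 659 in its macrophages, and the source of that RNA was not tested.

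Siglecf, higher in day 3 than in day 1 kidney neutrophils, was the third pattern, and Ltc4s, which rose with it, was not tested. Epx, Prg2 and Ccr3, genes of eosinophils, had 0.960 UMIs per 100 Siglecf UMIs, which argues against eosinophils. C1q RNA was 1.00 times as high in cells with a Siglecf UMI as in those without (752 and 751 CPM), against joined macrophages, and the share of cells with Siglecf was 27.2 times that of macrophages, against free RNA. None of the 3 sources tested accounted for the rise of Siglecf. A change of state or a different entering population may underlie it, and a difference between the 2 library preparations remains possible.

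Some lists moved differently in blood and spleen, and for each the difference between the tissues was not tested; in neutrophils at least 1 of the 2 values fell inside the limits under another setting. Immediate early genes in Ly6c-low monocytes at day 3 had a median of 0.36 in blood and -0.45 in spleen, a gap of 0.81. Interferon genes in neutrophils at day 1 had 1.10 and -0.96, a gap of 2.06. The study's fibrosis set in neutrophils at day 3 had 0.69 and -0.45, a gap of 1.14. MHC class II genes in neutrophils at day 3 had -0.27 and 1.49, a gap of -1.76.

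Several classes outside the comparisons had a changed share. Type 2 dendritic cells were 5.32% of the day 3 kidney library [4.75, 5.94] (2.78% with the 10% mitochondrial limit) and 0.187% of the untreated one. The untreated value is not secure. Of the untreated kidney macrophages, 98.6% lay in a cluster apart from those of the injured kidneys' macrophages. With that library clustered alone, 34.0% of its cells were named resident macrophages and 31.8% were unnamed. Whether the clustering hid untreated dendritic cells was not tested. Platelet-like cells were 4.83% of blood at day 1 [4.44, 5.24] (0 at resolution 2) against 0.0639%, and erythroid-like cells 4.23% [3.87, 4.62] (6.44% without doublets) against 0.0639%. Monocytes or macrophages that matched no single class were 24.4% of blood at day 1 [23.6, 25.2] (0 at resolution 0.5 or 2 and clustered alone) against 0.0547%. Erythroid-like cells were 0.533% of spleen at day 1 [0.401, 0.695] against 0.0935%.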

How the results depend on the processing

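No paired analysis was possible because each group was 1 library and nothing links the libraries to the same mice, so no setting speaks to differences between mice. Of 1685 single gene ratios under other settings 11 were counted as reversed and 1674 were not. The named genes among them had been chosen for large changes, so few reversals say little about genes with small changes. Of 123 medians of the named genes' absolute log2 ratios 100 stayed within their interval, and of 225 class shares 122 did. The minimum of 50 cells was applied to the main classes only, and 1 setting fell under it: blood neutrophils at day 1 without doublets held 9 cells. The resident class alone, the comparisons at resolution 0.5 and the cluster shared by the blood libraries were chosen after the data were seen. Depth limits Pdgfc, Csf1 and the untreated kidney most. The cause was not tested for any change below, except where cells or molecules were left out by construction.

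Class shares followed the clustering. Kidney macrophages at day 1 (9.66%) were 37.1% at resolution 0.5, 22.2% with mitochondrial shares to 10%, 24.1% without doublets and 24.7% with each library clustered alone. At day 3 (61.3%) they were 59.4% at resolution 0.5, 52.9% at resolution 2, 54.1% with the 10% limit, 58.8% without doublets and 30.4% clustered alone. Blood Ly6c-high monocytes at day 1 (25.3%) were 49.2% and 41.5% at resolution 0.5 and 2, 26.7% without doublets and 24.4% clustered alone. Spleen neutrophils at day 1 (20.2%) were 19.2% with the 10% limit and 19.0% clustered alone.

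The share of macrophages with Cd38 (1.16%, 3.16% and 6.54%) was 3.94%, 28.9% and 42.4% without thinning and 2.32%, 6.40% and 11.9% at 2000 UMIs, since deeper cells show more genes. In the resident class alone it was 1.58% at day 1 and 5.72% at day 3, and without doublets 1.77% untreated, 2.57% at day 1 and 5.61% at day 3. The share rose from day to day under each setting, but the intervals of untreated and day 1 overlap in the main analysis, in the resident class (3 of 190 cells at day 1) and without doublets.

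Thinning to 1000 UMIs changed the median of the named genes (cause not tested): kidney macrophages day 1 against untreated 6.22 (8.80 before), day 3 against day 1 3.77 (4.51), kidney against blood monocytes 8.0 (9.60), blood Ly6c-low monocytes 3.11 at day 1 (4.67) and 3.05 at day 3 (2.36), spleen Ly6c-high monocytes 5.08 (6.56) and 3.44 (4.16), blood neutrophils 5.58 (7.31) and spleen neutrophils 3.07 (4.19) at day 1. It reversed Cd38 at day 1 against untreated (-0.23, a single random draw of few UMIs; 1.32 as the mean over cells) and Pdgfc at day 3 against day 1 (-0.56), and for day 3 against day 1 it left 2 of 6 lists above the limit (proliferation and MHC class II, not the resident, aging, CD38-high and lymphoid lists).

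In the resident class alone the medians were 7.44 for day 1 against untreated and 3.36 for day 3 against day 1. Igf1 was level at day 1 (0.047) and lower from day 1 to day 3 (-0.34), and Pde4d was higher (1.98). Lists above the limit for day 3 against day 1 were 2 and below it 11. With members at 50 CPM or more, 8 lists in place of 11 were above it for day 1 against untreated and 7 in place of 11 for day 3. On both days the collagen degradation, infiltrating and Ly6c-low lists had too few members left, and at day 3 the oxidative stress and colony-stimulating factor lists were lost and cell cycle arrest was gained. Thinning left 9 of the 11 at day 1, without the heat shock and Ly6c-low lists. Interferon genes lost or turned their call at day 1 and for day 3 against day 1 with the 10% limit, without doublets and at resolution 0.5.

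Without doublets the median was 8.88 for kidney against blood monocytes, 4.98 for blood neutrophils at day 1 (9 cells) and 0.69 at day 3 (1.10), Pou2f2 in these reversed (-0.28), and Vcam1 reversed from day 1 to day 3 (1.13). With the 10% limit the kidney against blood median was 9.05, and Vcam1 (1.06) and Csf1 (0.14) reversed. At resolution 0.5 Vcam1 (1.64) and Csf1 (0.19) reversed, and the medians were 1.12 for kidney monocytes (1.80) and 7.0 for kidney against blood. The mean over cells gave 4.05 for macrophages from day 1 to day 3, 4.05 for blood Ly6c-low monocytes at day 1 and 6.19 for blood neutrophils at day 1. In the shared blood cluster the Ly6c-low median was 3.20.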

Other observations

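Kidney neutrophils were compared between day 3 and day 1, a comparison added after the data were seen because the untreated kidney held none. Its matrix had no barcode under 2098 UMIs, so shallower untreated neutrophils could not be seen. At day 3 the kidney neutrophils had more RNA of Ltc4s, the enzyme that makes leukotriene C4, and of Siglecf, a sialic acid receptor best known from eosinophils. They also had more RNA of the granule genes Camp, Ltf and Ngp, which young neutrophils carry, and more proliferation and MHC class II RNA. Interferon genes and the adhesion gene Thbs1 were lower. C1q RNA, which macrophages make, had 225 CPM in these cells at day 1 and 751 at day 3, in libraries with 9.66% and 61.3% macrophages, so it moved with the MHC class II and proliferation RNA. Ltc4s had 282 CPM against 4.82 (log2 5.87 [5.41, 6.37]), Camp 113 against 0.381 (3 UMIs), Ltf 102 against 5.20, Ngp 223 against 15.7 and the trypsin gene Prss2 58.5 against 4.19. Thbs1 (159 against 1331), the repressor Snai1 (10.4 against 67.5), Ccl6 (664 against 3226), Crispld2 (53.9 against 278) and Cpne2 (38.5 against 198) were lower.

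Siglecf, chosen after its values were seen, had 28.7 CPM at day 1 [25.1, 32.7] and 310 at day 3 [295, 325]. After thinning 2.64% of neutrophils had a Siglecf UMI at day 1 [1.99, 3.44] and 24.3% at day 3 [22.1, 26.5], with 9.57% and 55.6% unthinned. The median depths of these cells were 3522 and 3328.5 UMIs, 0 cells were too shallow, and 0.893% of day 3 macrophages had a Siglecf UMI after thinning. Proliferation genes were higher in 13 of 13 (median 3.07; Stmn1 35.9 against 4.44), MHC class II in 7 of 7 (1.86; Cd74 1019 against 386) and interferon genes in 3 of 13 (-0.87; Isg15 328 against 717). Scaling by other methods lowered all of these log2 ratios by more than in any other comparison. Siglecf (ENSMUSG00000039013) lies on chromosome 7 from 43351341 to 43359531 (plus, 10 exons) and Ltc4s (ENSMUSG00000020377) on chromosome 11 from 50236461 to 50238616 (minus, 5 exons).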
